A study of Danio rerio with 9 samples. Its data were reported in "MondoA regulates gene expression in cholesterol biosynthesis-associated pathways required for zebrafish epiboly" (2020).

How the data were processed

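Gene expression was measured by RNA sequencing in pools of zebrafish embryos: wild-type, MZ*mondoa* mutants with unaffected epiboly and MZ*mondoa* mutants with affected epiboly, with 3 libraries of each. Groups, replicate numbers and the stage of 5 hours post fertilization were taken from the sample labels. The study's methods instead place sampling late in the epiboly of the controls, when affected mutants could be told by eye. That disagrees with the label, and the age of the embryos was not resolved. The labels name polyA RNA as the molecule, whereas their protocol describes strand-specific libraries of total RNA depleted of ribosomal RNA; the protocol was followed here.

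The deposited values are raw exonic counts per gene, which the authors obtained by mapping paired-end reads with STAR to the GRCz11 assembly and assigning uniquely mapped pairs to Ensembl gene loci with SAMtools. The deposited counts were not normalized, and replicates were not pooled. Whether the counting used the strand is not stated, so values of overlapping and antisense genes are uncertain, and pairs that map to near-identical paralogues were lost at the uniqueness step. Total counts per library ran from 27567897 to 39299268. The most abundant row took 3.73% to 5.72% of the counts of a library and the 10 most abundant rows 12.9% to 14.8%. Every row carried a gene identifier. Intronic counts and the knockdown experiment of the study were not analysed here.

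Of the 32055 identifiers, 28987 had a gene symbol, which came from a table of Ensembl identifiers and names, or in a single case from inference: the only placeholder identifier was taken as *mlxipl* (*chrebp*), because the study describes that gene as its exception to Ensembl identifiers. Symbols are printed in lower case, although the name table gives many in the human style. A listed gene ending in a or b without an exact match was matched to the symbol without that letter. *txnip* and *cyp11a1* are each carried by a pair of identifiers, and the further *cyp11a1* identifier (ENSDARG00000092696) had at most 4 counts in any library and was not tested. Genes of the RefSeq annotation of another assembly, GRCz12tu, were used only for order, and no coordinates are given.

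Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr by group, which kept 16962, and libraries were scaled by TMM. All 9 libraries entered a single quasi-likelihood fit with 3 groups and no covariates (glmQLFit, glmQLFTest, two-sided), a negative binomial count model as in DESeq2, which the study used. The study's methods name no block or covariate. Each of the 3 comparisons was adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the fitted coefficient and its F statistic. CPM values use TMM-scaled library sizes. Libraries of the same group were compared by a chi-square test of their counts, and every pair differed well beyond sampling noise (9.86 to 74.4 per degree of freedom), so each was counted as a replicate. No sequencing batch is given by the labels.

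Gene lists were written by hand, since the study's own lists were not used here. These lists, the tests of the comparisons, the alternatives and the rule for named genes were fixed before the data were examined; some tests of explanations were chosen later and are named as such where they are given. Under that rule, all study genes are named, and in each comparison the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, an average log2 CPM of at least 3, a symbol without a colon, and all 3 libraries of a group above all 3 of the other. A gene that met this rule is not reported here. The matching of list names to identifiers was set after the name table had been seen. Exploratory fits were looked at before the code for later steps of the work was written. Metabolic sets (terpenoid backbone, sterol and steroid hormone biosynthesis, pentose phosphate pathway, glycolysis, TCA cycle) were tested with camera, preset correlation 0.01, adjusted over 18 tests. Lists of markers (maternal transcripts, segmentation onset, p53 response, enveloping layer, yolk syncytial layer) were tested likewise over 15 tests. The steroid hormone set had 10 tested identifiers of 21 matched. The marker lists had 13, 25, 11, 16 and 9 tested identifiers in that order, and 0 of them belonged to another list. Unchanged groups that share the wild-type libraries were simulated 20 times from negative binomial counts.

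The replicate numbers occur in every group. Deviations of same-numbered libraries from their group means correlated at 0.123, 0.141 and 0.268 between unaffected and wild-type and at 0.169, 0.236 and 0.462 between affected and unaffected libraries, all over 0.1, so the numbers were taken as pairing those libraries. Between affected and wild-type libraries the values were 0.0805, 0.113 and 0.260, and the numbers were not taken as pairs. The cut-off of 0.1 was not set against values of unpaired libraries. A pairing by number would also hold in every comparison or in none. The check therefore does not settle the pairing. The main counts come from the fit that ignores it, and the counts with a replicate block are given beside them.

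Alternatives were DESeq2 1.42.0 (Wald test), median-of-ratios size factors in edgeR, library size only, no filter, at least 10 counts in every library, only the 6 libraries compared, a replicate block, fry and camera with an estimated correlation for sets, genes of at least 3 average log2 CPM for the shared changes, and leaving out each library in turn. The pipeline was tested on simulated counts in which 200 genes were changed. Of the 199 of these that were tested, edgeR recovered 72.9%, and it called 0.0600% of 16674 unchanged genes; DESeq2 recovered 78.0% of 200 and called 0.227% of 16742. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.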

Results

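RNA sequencing was used to measure gene expression in zebrafish embryos that lacked MondoA, a transcription factor of the glucose-sensing Mondo pathway that is encoded by *mondoa* (gene symbol *mlxip*). The mutants were maternal-zygotic (MZ*mondoa*), so that neither the egg nor the embryo's own genome supplied an intact copy of the gene. They were sorted by phenotype into embryos with a disturbed epiboly, the spreading of the blastoderm over the yolk cell ("affected"), and embryos in which epiboly looked normal ("unaffected"). Wild-type embryos with normal epiboly were the controls. Each of these groups had 3 libraries, 9 in all, and the labels give a stage of 5 hours post fertilization for all of them, which disagrees with the later stage in the methods of the study. Between 27567897 and 39299268 exonic counts were available per library. The range was 27567897 to 30897569 in the unaffected, 29653702 to 32417640 in the affected and 31249988 to 39299268 in the wild-type libraries. At these depths, 3 counts, the upper limit allowed by a count of 0, corresponded to 0.109 CPM (counts scaled to library size) or less in each library, which covers counting error only. Of 32055 gene identifiers, 16962 passed the expression filter and were tested. The biological coefficient of variation was 0.176. The first principal component of log2 CPM held 52.9% of the variance.

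The mutated gene was examined first. *mondoa* (*mlxip*, ENSDARG00000059474) had 111, 113 and 51.9 normalized CPM in wild-type libraries 1 to 3. It had 21.01, 20.8 and 13.0 CPM in the unaffected libraries and 15.02, 16.1 and 12.8 CPM in the affected libraries, so every mutant library lay below every wild-type library. The group values were 91.8 ± 34.6 CPM in wild-type (SD, n = 3), 18.3 ± 4.56 in unaffected and 14.7 ± 1.68 in affected embryos. The log2 fold change against wild-type was -2.33 in unaffected embryos (SE 0.29; edgeR quasi-likelihood test, adjusted p = 0.000963) and -2.65 in affected embryos (SE 0.29; edgeR adjusted p = 0.000252). The mutant groups did not differ from each other in *mondoa* (log2 fold change -0.32, SE 0.28, edgeR adjusted p = 0.611).

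The paralogue *chrebp* and the partner *mlx* were then compared, which addresses whether related factors rose in the mutants. The count row taken as *chrebp* (*mlxipl*, ENSDARG99999999999; its placeholder identifier was matched by inference) had 3.61 ± 0.42 CPM in wild-type, 4.52 ± 0.48 in unaffected and 5.58 ± 2.09 in affected embryos (SD, n = 3). Neither difference from wild-type passed the threshold (log2 fold change 0.33, edgeR adjusted p = 0.460, and 0.63, edgeR adjusted p = 0.0781). The call in affected embryos depended on single libraries, since the adjusted p fell to 0.0359 without affected replicate 3, and across all alternatives it ranged from 0.0359 to 0.318. *mlx* (ENSDARG00000037891) was higher than wild-type by 0.22 in unaffected and 0.20 in affected embryos on the log2 scale, and neither difference passed the threshold (edgeR adjusted p = 0.0995 and 0.0777).

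Further genes had been selected because the study follows them as steps of sterol and steroid synthesis or as targets of the pathway. *nsdhl* (ENSDARG00000099315) was weakly expressed, with 1.85 ± 0.55 CPM in wild-type, 1.74 ± 0.05 in unaffected and 1.73 ± 0.23 in affected embryos (SD, n = 3), and no difference was detectable at this depth. *cyp11a1* (ENSDARG00000002347) had 133 ± 6.74 CPM in wild-type, 155 ± 15.9 in unaffected and 254 ± 6.14 in affected embryos. It was higher in affected embryos than in wild-type (log2 fold change 0.94, SE 0.09, edgeR adjusted p = 0.000138) and than in unaffected embryos (log2 fold change 0.71, SE 0.09, edgeR adjusted p = 0.00885). Its difference between unaffected and wild-type embryos did not pass the threshold (log2 fold change 0.23, edgeR adjusted p = 0.150). *hk2* (ENSDARG00000101482) and *fasn* (ENSDARG00000087657) passed the threshold in none of the comparisons. For *hk2* in affected against wild-type embryos the adjusted p was 0.0558, at the edge of the threshold. *hk2* passed there with DESeq2 (adjusted p = 0.0486), with library size as the only scaling (adjusted p = 0.0402), with only the 6 libraries compared (adjusted p = 0.0441) and with the replicate number as a block (adjusted p = 0.0160), and over all alternatives the adjusted p ranged from 0.0160 to 0.184. The symbol *txnip* is carried by a pair of identifiers, and which of them is *txnipa* was not determined. ENSDARG00000036107 fell from 144 ± 19.9 CPM in wild-type to 2.06 ± 0.33 in unaffected and 2.12 ± 0.61 in affected embryos (log2 fold changes -6.12, SE 0.22, and -6.08, SE 0.22; edgeR adjusted p = 8.83e-07 and 9.03e-07). ENSDARG00000070000 was expressed at a lower level and was also lower, with log2 fold changes of -4.53 and -4.72 (edgeR adjusted p = 0.000155 and 7.62e-05). Reads shared between these paralogues could not be separated from the counts. Of the 9 identifiers of this list that were tested, 3 passed in unaffected against wild-type embryos over all genes tested and 4 when adjusted over the list alone. The corresponding numbers were 4 and 7 in affected against wild-type, and 1 and 1 in affected against unaffected embryos. The study follows *cyp11a1* in these same samples, so the counts adjusted over the list alone are not independent evidence.

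**Figure D1:**
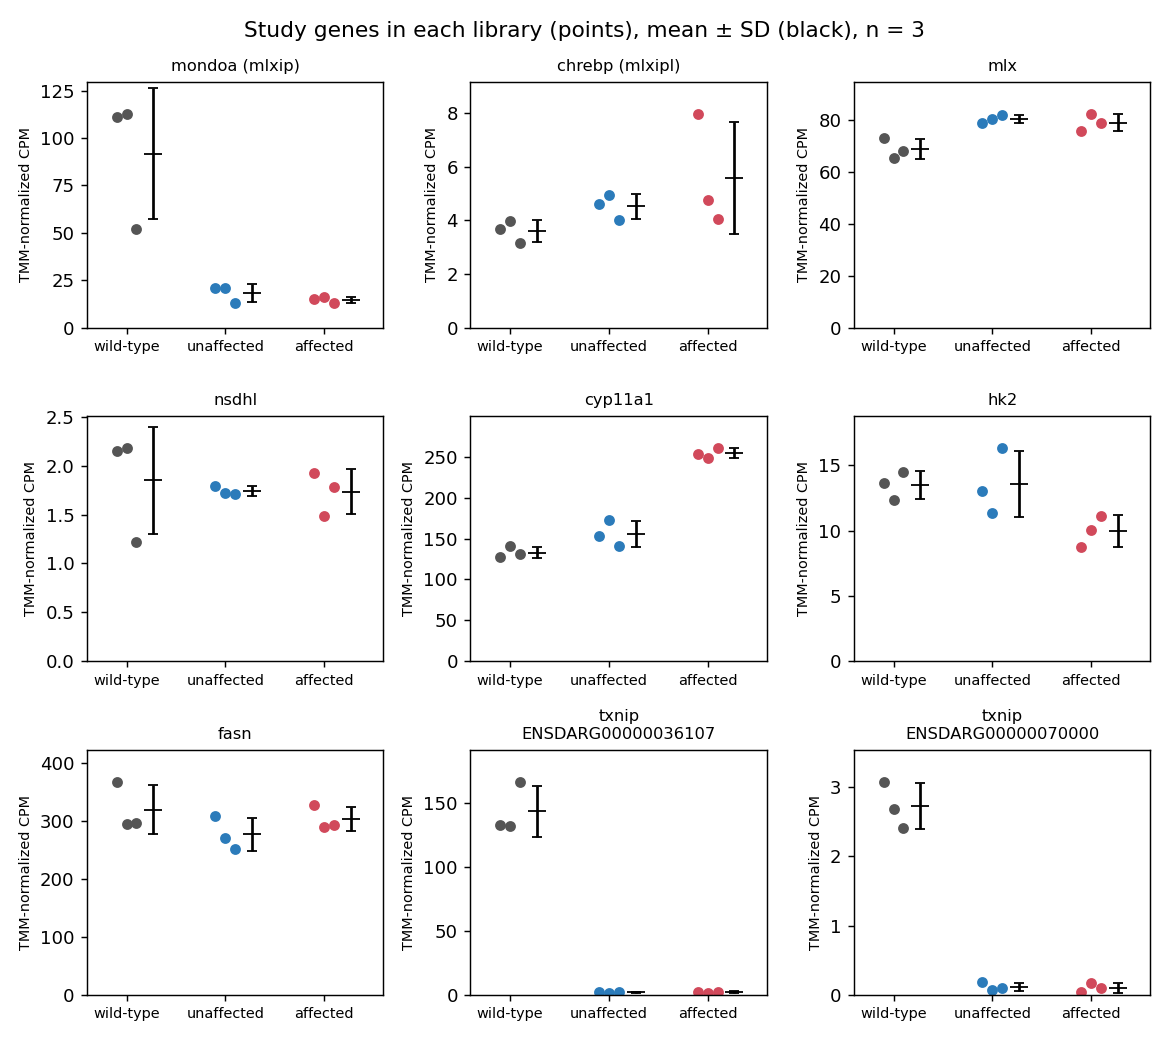
TMM-normalized CPM (linear axes from 0) of the study genes in each library, with wild-type in grey, unaffected in blue and affected in red; black marks give the mean and SD of 3 libraries. All mutant libraries lie below all wild-type libraries for *mondoa* and for both *txnip* identifiers, and *cyp11a1* is at 254 CPM in affected against 133 CPM in wild-type embryos.

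To ask how far the transcriptome of unaffected mutants differed from wild-type, all 16962 genes were tested. In unaffected embryos 1628 genes differed from wild-type (edgeR, adjusted p under 0.05), of which 789 were higher and 839 lower. Of the 1628 genes, 891 changed at least 2-fold. Complete separation of the 3 unaffected from the 3 wild-type libraries was seen in 27.9% of genes, where chance gives 10%. The numbering of the libraries was taken to pair them, which the main fit ignores. The count ran from 758 genes without unaffected replicate 2 to 2758 genes with the replicate block. The largest rises among the genes selected by rule were in *prkcq* (ENSDARG00000034173), *unc93b1* (ENSDARG00000069114) and *tg* (ENSDARG00000020084). *prkcq* rose from 0.128 ± 0.066 to 11.8 ± 3.88 CPM (SD, n = 3; log2 fold change 6.45, SE 0.55, edgeR adjusted p = 0.000115). *unc93b1* and *tg* rose by 4.26 and 4.10 on the log2 scale (edgeR adjusted p = 2.13e-05 and 2.78e-06). The largest falls were in *gc2* (ENSDARG00000018329), the *txnip* identifier ENSDARG00000036107 and *myo15b* (ENSDARG00000074852). *gc2* varied widely within wild-type (31.6 ± 23.0 CPM) and was at 0.133 ± 0.093 CPM in unaffected embryos (log2 fold change -7.82, SE 0.69, edgeR adjusted p = 0.000144). *myo15b* fell by 4.50 on the log2 scale (edgeR adjusted p = 2.53e-05).

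Affected embryos were compared with wild-type in the same way. Here 5144 genes differed (edgeR, adjusted p under 0.05), 2606 of them higher and 2538 lower, and 2289 changed at least 2-fold. Complete separation of the libraries was seen in 45.1% of genes. The count was 3402 without affected replicate 2. The rule selected *prkcq*, *tg* and *unc93b1* again among the rises, with log2 fold changes of 6.83, 4.08 and 3.58 (edgeR adjusted p = 5.23e-05, 3.69e-06 and 3.49e-05). Among the falls it selected *gc2* (log2 fold change -8.11, edgeR adjusted p = 7.62e-05), the *txnip* identifier ENSDARG00000036107 described above, and *znfl1h* (ENSDARG00000077877), which went from 60.0 ± 21.4 to 3.80 ± 0.52 CPM (SD, n = 3; log2 fold change -3.98, SE 0.32, edgeR adjusted p = 5.41e-05).

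The comparison of affected with unaffected mutants addresses what sets apart embryos of the same genotype with and without the epiboly phenotype. It gave 507 genes (edgeR, adjusted p under 0.05), with 319 higher and 188 lower in affected embryos, and 176 changed at least 2-fold. Of the 507 genes, 467 also differed between affected and wild-type embryos and 81 between unaffected and wild-type embryos. This count rested on single libraries more than the others did: it was 42 without affected replicate 2, 48 without unaffected replicate 1, 67 without affected replicate 1, 97 without unaffected replicate 3 and 333 without affected replicate 3. It rose to 1399 with the replicate block, which includes all 507 genes, and to 1205 with DESeq2, which includes 500 of them. *mid1ip1a* (ENSDARG00000041051) was the gene with the largest rise under the rule, from 41.7 ± 3.95 to 154 ± 21.3 CPM (SD, n = 3; log2 fold change 1.88, SE 0.12, edgeR adjusted p = 0.000367). *jun* (ENSDARG00000043531) rose from 9.63 ± 1.31 to 28.9 ± 3.17 CPM (log2 fold change 1.59, SE 0.17, edgeR adjusted p = 0.00409). *rbl2* (ENSDARG00000045636) rose by 1.68 on the log2 scale (edgeR adjusted p = 0.0484), a call that was lost in 5 of the 6 fits that left out a library and with library size as the only scaling (adjusted p = 0.0536, within a range of 0.000242 to 0.169 over its alternatives). Among the falls, the rule selected *capn2b* (ENSDARG00000055592) and *adgrf8* (ENSDARG00000093316), with log2 fold changes of -1.67 and -1.62 (edgeR adjusted p = 0.0287 and 0.0217). Both calls were lost when certain single libraries were left out, with adjusted p up to 0.119 and 0.0962.

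**Figure D2:**
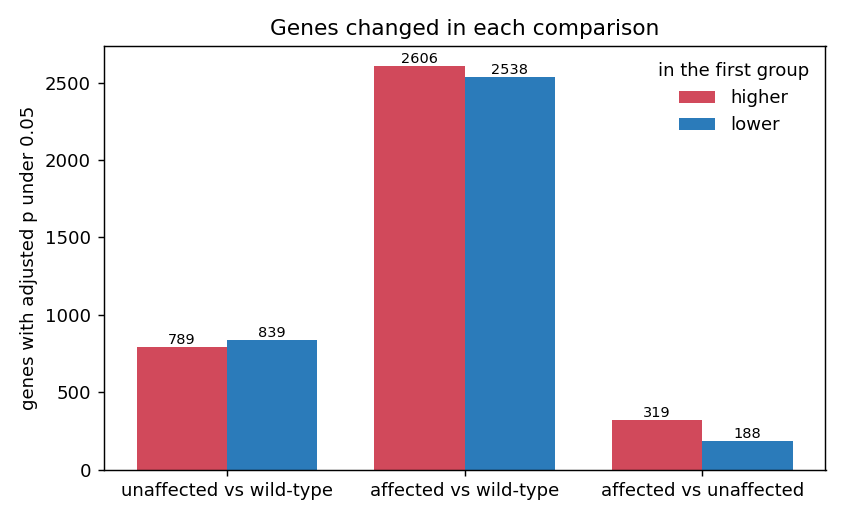
Number of genes with an adjusted p under 0.05 (edgeR quasi-likelihood test) in each comparison, with genes higher in the first-named group in red and lower in blue. The comparison of affected with wild-type embryos has the most genes, 2606 higher and 2538 lower.

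The changes of both mutant groups against wild-type were set against each other. Across the 16962 genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.851 and a Spearman rho of 0.774, and 79.5% of genes had the same sign. Both comparisons use the same 3 wild-type libraries, so part of this is shared by construction: in 20 simulations of unchanged groups, r lay between 0.473 and 0.506 and the same-sign share between 65.5% and 67.1%. Without a filter on low counts the observed r was 0.651, the alternative that moved it most. In all, 1482 genes passed in both comparisons, each in the same direction, 726 higher and 756 lower. They made up 91.0% of the genes that differed in unaffected embryos. The number of genes passing in both comparisons depended on single libraries and on the model. It was 709 without unaffected replicate 2, 764 without unaffected replicate 1, 1668 without unaffected replicate 3 and 2438 with the replicate block. No gene passed in both comparisons in any simulation. A further 3662 genes passed only in affected and 146 only in unaffected embryos, which does not show that they differ between the mutant groups; the direct test of that difference is the comparison that gave 507 genes.

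**Figure D3:**
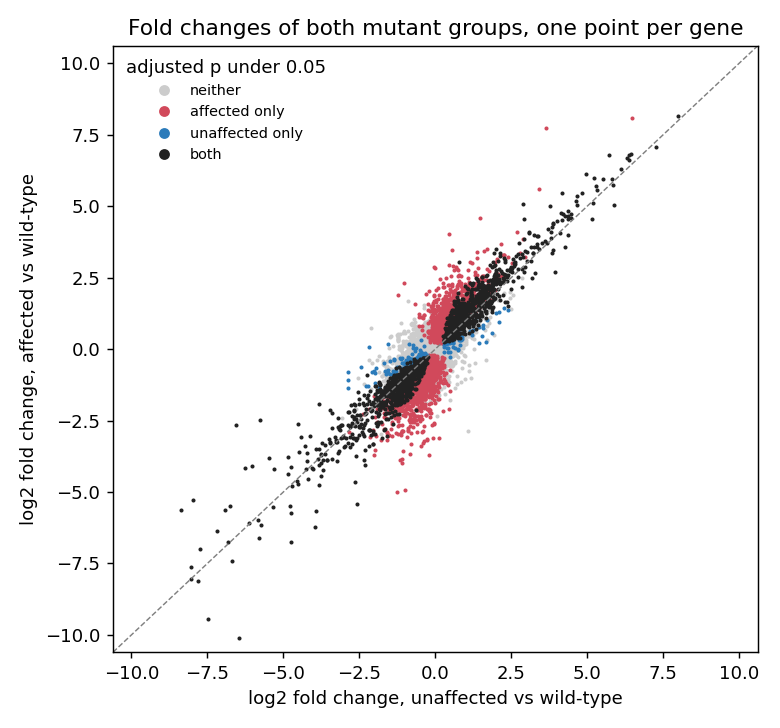
Log2 fold change against wild-type of each tested gene in unaffected (horizontal) and affected (vertical) embryos, coloured by the comparisons in which it passed an adjusted p under 0.05; the dashed line marks equal change. Most genes that passed in both comparisons lie near the line, and 1482 genes passed in both.

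Finally, gene sets of the routes from acetyl-CoA to steroid hormones were tested, together with comparison sets of central carbon metabolism. The 6 sets in 3 comparisons made 18 camera tests, and adjusted p-values are over these 18. With 3 against 3 libraries an exact permutation of the labels cannot give a p under 0.1, so the values rest on the model of camera. The terpenoid backbone biosynthesis set (21 genes) did not pass in unaffected against wild-type embryos, where 15 genes were higher and the median log2 fold change was 0.14 (unadjusted camera value 0.0739, adjusted p = 0.194). It did not pass in affected against wild-type embryos either (12 genes higher, median 0.09, unadjusted camera value 0.237, adjusted p = 0.473). In the direct comparison of affected with unaffected embryos the set did not pass (10 genes higher, median -0.01, unadjusted camera value 0.808, adjusted p = 0.838). A single gene of the set, *hmgcs1* (ENSDARG00000103025; named after its values were seen), passed on its own in that comparison, with a log2 fold change of 0.67 (SE 0.10, edgeR adjusted p = 0.0143). It was also higher than wild-type in unaffected (log2 fold change 0.66, edgeR adjusted p = 0.00360) and affected embryos (log2 fold change 1.33, edgeR adjusted p = 4.96e-05). Its call between the mutant groups was lost without unaffected replicate 1 (edgeR adjusted p = 0.0560), unaffected replicate 3 (0.0529) or affected replicate 1 (0.0591), with log2 fold changes from 0.60 to 0.73 over its alternatives, and the calls against wild-type held under each alternative. Sterol biosynthesis (13 genes) passed in none of the comparisons (unadjusted camera values of 0.838, 0.749 and 0.392 in unaffected against wild-type, affected against wild-type and affected against unaffected). Steroid hormone biosynthesis (10 genes) was higher in affected embryos than in wild-type (7 genes higher, median log2 fold change 0.74, unadjusted camera value 0.000369, adjusted p = 0.00664) and than in unaffected embryos (7 genes higher, median 0.49, unadjusted camera value 0.00133, adjusted p = 0.0120). In unaffected against wild-type embryos 8 of its genes were higher, with a median of 0.24, and the set did not pass (unadjusted camera value 0.0161, adjusted p = 0.0725). Both steroid hormone calls held under the rotation test fry, which does not compare a set with other genes as camera does. With the correlation between genes estimated from the data in place of the preset 0.01, neither held (adjusted p = 0.433 in each), and the call between the mutant groups was also lost without affected replicate 2 (adjusted p = 0.0692). Over all alternatives the adjusted p of the steroid hormone set ranged from 0.00323 to 0.433 in affected against wild-type and from 0.00386 to 0.433 in affected against unaffected embryos. Pentose phosphate pathway, glycolysis and TCA cycle passed in none of the comparisons. The smallest adjusted p among them was that of glycolysis in affected against unaffected embryos (21 of 28 genes higher, unadjusted camera value 0.0154, adjusted p = 0.0725), and it ranged from 0.0346 to 0.744 over its alternatives. The glycolysis list also holds genes of gluconeogenesis (*fbp1a*, *fbp1b*, *pck1*, *pck2* and *g6pc3*). Only *pck2*, named after its values were seen, passed on its own there (log2 fold change 0.58, edgeR adjusted p = 0.0147). The set value therefore does not single out glycolysis.

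**Figure D4:**
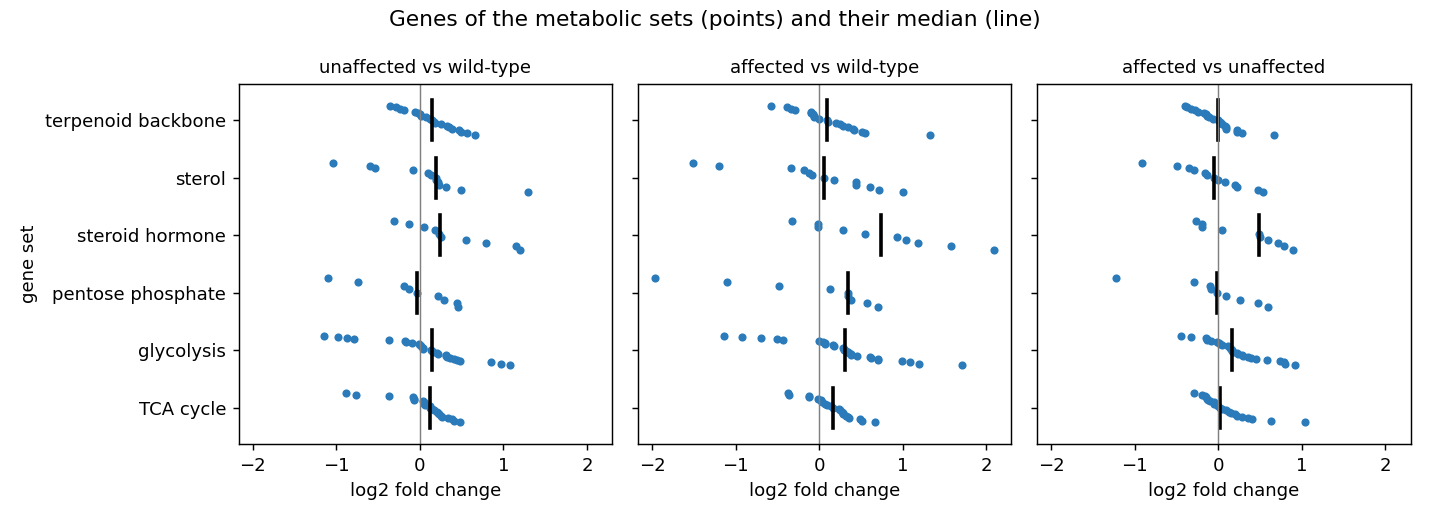
Log2 fold changes of the genes of each metabolic set in the comparisons named above the panels; points are genes and black lines are medians. The median of the steroid hormone set is 0.74 in affected against wild-type and 0.49 in affected against unaffected embryos, and that of the terpenoid backbone set is -0.01 in affected against unaffected embryos.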

Values the study reported

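The study described sampling of mutant and wild-type embryos when the controls had reached 90% epiboly. For the terpenoid backbone biosynthesis genes, the study gave a gene set p of 0.012 in mutants with unaffected epiboly and of 0.178 in mutants with affected epiboly. For steroid hormone biosynthesis genes it gave p-values of 0.033 in unaffected and 0.017 in affected mutants, and of 0.049 for affected against unaffected mutants.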

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

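The direction and side of the threshold of *mondoa*, *cyp11a1* and both *txnip* identifiers against wild-type were the same under every alternative that gave them a value, as were those of *prkcq*, *unc93b1*, *tg*, *gc2*, *myo15b*, *znfl1h*, *mid1ip1a* and *jun*. Requiring 10 counts in every library removed *prkcq*, *gc2* and the *txnip* identifier ENSDARG00000070000 from the tests. The correlation between the changes of both mutant groups ranged from 0.651 to 0.869 over its 15 alternatives and stayed above the highest simulated value of 0.506, which was simulated for the fit of all libraries with its filter.

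The counts of changed genes moved most. Replicate block: 2758 genes differed between unaffected and wild-type embryos, 1399 between affected and unaffected and 6667 between affected and wild-type embryos, where the numbers were not taken as pairs. These included 1624 of the 1628, all 507 and 5100 of the 5144 genes found without the block. DESeq2 gave 1205 genes between the mutant groups. With only the 6 libraries compared, 965 genes differed between unaffected and wild-type embryos. Across the 6 fits that each left out a library, the counts ran from 758 to 1797 for unaffected against wild-type, from 3402 to 4903 for affected against wild-type and from 42 to 511 for affected against unaffected embryos. Fewer libraries per group contribute to these falls by construction. The highest values, 1797 without unaffected replicate 3 and 511 without unaffected replicate 2, show that fewer libraries did not always lower a count, and the cause of that was not tested. Library size as the only scaling changed the share of higher calls in affected against wild-type embryos from 50.7% to 43.1%.

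For the gene sets, the estimated correlation mattered most. Under it, adjusted p was 0.433 for the steroid hormone set in affected embryos against wild-type and against unaffected embryos, 0.247 for segmentation onset and 0.380 for p53 response in affected against wild-type, and 0.306 for maternal transcripts and 0.247 for the enveloping layer in affected against unaffected embryos. It was 0.185 for the yolk syncytial layer in both of these comparisons and for segmentation onset and p53 response in affected against unaffected embryos. So none of the set calls held with it, whereas all of them held under fry. The fry test asks whether the genes of a set moved at all, and camera whether they moved more than other genes. Passing under fry is therefore no check on the camera calls. A correlation estimated from so few libraries is itself imprecise; the cause of the loss was not tested further. fry added calls for the steroid hormone set in unaffected against wild-type (adjusted p = 0.0359) and for glycolysis and TCA cycle in affected against wild-type embryos (0.0359 and 0.0409). Glycolysis in affected against unaffected embryos passed with only the 6 libraries compared (0.0365). In affected against wild-type embryos the enveloping layer list passed with no filter (0.0407), with 10 counts in every library (0.0412) and with the replicate block (0.00219), and maternal transcripts passed with no filter (0.0407). Sets far from the threshold changed sign: maternal transcripts in unaffected against wild-type embryos with no filter (0.997) and with the replicate block (0.943), and sterol biosynthesis there with 10 counts in every library (0.825). The cause was not tested for these changes. The block changed no other call of a set.

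Leaving out each library in turn gave these ranges of adjusted p. In unaffected against wild-type embryos they were 0.0299 to 0.149 for steroid hormone, 0.808 to 0.990 for sterol, 0.559 to 0.930 for pentose phosphate, 0.513 to 0.985 for maternal transcripts, 0.0162 to 0.625 for segmentation onset, 0.220 to 0.865 for p53 response, 0.0352 to 0.883 for the enveloping layer and 0.0399 to 0.649 for the yolk syncytial layer. The steroid hormone and segmentation sets passed without unaffected replicate 3, and the steroid hormone set and both layer lists without wild-type replicate 3 (steroid hormone 0.0401). In affected against wild-type embryos the ranges were 0.0240 to 0.232 for glycolysis, which passed without wild-type replicate 3, 0.784 to 0.914 for pentose phosphate, 0.0391 to 0.201 for maternal transcripts, which passed without affected replicate 3, and 0.0256 to 0.280 for the enveloping layer, which passed without wild-type replicate 2. In affected against unaffected embryos they were 0.00386 to 0.0692 for steroid hormone, lost without affected replicate 2, 0.0346 to 0.195 for glycolysis, which passed without unaffected replicate 3 (0.0391) and without affected replicate 1, 0.727 to 0.969 for terpenoid backbone and 0.730 to 0.976 for pentose phosphate.

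Some genes with changes near 0 reversed. With library size only, *hk2* was at -0.000231 in unaffected against wild-type embryos and the *txnip* identifier ENSDARG00000036107 at -0.00944 in affected against unaffected embryos, and with the replicate block *hk2* was at -0.00182, all on the log2 scale. Over the fits that each left out a library, log2 fold changes ran from -0.14 to 0.13 for *hk2* and from -0.32 to 0.056 for *nsdhl* in unaffected against wild-type, and from -0.32 to 0.048 for *nsdhl* and from -0.13 to 0.035 for *fasn* in affected against wild-type embryos. In affected against unaffected embryos they ran from -0.090 to 0.099 for *nsdhl*, from -0.042 to 0.49 for *mlxipl*, from -0.049 to 0.0032 for *mlx*, from -0.098 to 0.27 for ENSDARG00000036107 and from -0.76 to 0.24 for ENSDARG00000070000. None of these passed the threshold in any direction. Among the single genes, the fits without a library gave 17 further weaker and 1 stronger values of 276, and the other alternatives 1 weaker and 5 stronger values of 314. With the block, *hk2* and *mlxipl* passed in affected against wild-type embryos (adjusted p = 0.0160 and 0.0440), and no other call of a named gene changed.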

Other observations

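The tests of a shift in yolk syncytial layer, of shared wild-type libraries and of alleles elsewhere in the mutant line were chosen only after the results they bear on had been seen; the others were chosen before.

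Other groupings of the libraries were tried for each comparison, fitted to the 6 libraries concerned. In each of the comparisons, 1 of the 10 splits gave as many genes with an adjusted p under 0.05, the real split itself: 965 genes for unaffected against wild-type, 4770 for affected against wild-type and 650 for affected against unaffected embryos. The other 9 splits gave 0 genes, with 124 to 1343, 129 to 737 and 119 to 1657 genes at an unadjusted p under 0.05, against 3614, 6755 and 3349 for the real splits. Of these 9 splits, 3 part all same-numbered libraries as the real split does; in the others, numbers that pair the libraries leave pairs together. With 10 splits the share cannot fall under 0.1, so the number of splits on its own does not decide. In the comparisons with wild-type 1482 genes passed in both, and no gene did so in 20 simulations of unchanged groups. Those simulations do not rearrange these libraries. An unchanged comparison in the simulated test of the pipeline gave 0 calls among 16893 genes, so a count of 0 in both was set beforehand. The simulations therefore do not decide on a chance arrangement either.

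Affected and unaffected mutants differed in lists that mark developmental progress. Segmentation onset genes were lower in affected embryos (20 of 25 lower, median log2 fold change -0.55, camera adjusted p = 1.77e-05) and maternal transcripts higher (12 of 13 higher, median 0.55, camera adjusted p = 0.00107). As lists, both moved as a delay of development in affected embryos predicts. Part of the 507 genes may therefore reflect the age reached rather than the cause of the phenotype. Single genes showed less: between the mutant groups 3 segmentation onset genes passed, all lower, and 0 maternal transcripts. Against wild-type, segmentation onset genes were lower in affected embryos (median -0.77, adjusted p = 0.00103), and maternal transcripts did not pass (median 0.53, adjusted p = 0.0955). There 13 genes of the segmentation list passed as lower and 5 maternal transcripts as higher. However, *mespaa*, *mespab* and *ripply1* of the segmentation list passed as higher (log2 fold changes 0.82, 1.14 and 0.46). These 3 rises, named after their values were seen, are not what a delay alone predicts. Unaffected embryos passed for neither list (adjusted p = 0.280 and 0.937). The list of p53 response genes was higher in affected than in unaffected embryos (10 of 11 higher, median 1.07, camera adjusted p = 8.04e-09) and than in wild-type (median 0.77, adjusted p = 0.000956), and not in unaffected embryos against wild-type (adjusted p = 0.937). This is consistent with cell death or another p53-activating stress in affected embryos. The tests do not separate delay from stress, and both are compatible with the same libraries. All of these calls held under fry, and none held when the correlation between genes was estimated (adjusted p from 0.185 to 0.380). With it the unadjusted camera values between the mutant groups were 0.0468 for segmentation onset, 0.0494 for p53 response and 0.143 for maternal transcripts.

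Layer markers moved apart. Genes of the yolk syncytial layer were higher in affected embryos than in unaffected embryos (9 of 9 higher, median log2 fold change 0.48, camera adjusted p = 8.04e-09) and than in wild-type (8 of 9, adjusted p = 2.39e-05), and genes of the enveloping layer were lower than in unaffected embryos (12 of 16 lower, median -0.47, camera adjusted p = 1.77e-05). Enveloping layer genes did not pass in affected against wild-type embryos (adjusted p = 0.0955), and neither list passed in unaffected against wild-type embryos (0.229 for the yolk syncytial and 0.381 for the enveloping layer). A candidate explanation is a larger share of yolk syncytial layer in affected embryos, which would raise its genes by a common amount. Their log2 fold changes ran from 0.16 to 0.96 around 0.54, and a heterogeneity statistic, which treats genes as independent, was 15.4 where 8 is expected from the standard errors alone; it fell just short of the 0.05 threshold. The most abundant genes of the list, named after their values were seen, moved unequally: *apoeb* was at 1501 ± 29.8 CPM in unaffected and 2060.1 ± 66.1 CPM in affected embryos (SD, n = 3) and *mttp* at 988 ± 96.7 and 1594 ± 238, whereas *apobb.1* was at 1141 ± 299 and 1271 ± 176. Between the mutant groups these values neither exclude a common shift nor show one, a reading chosen after the statistic had been seen. In affected against wild-type embryos, *apobb.1* was at -0.12 (SE 0.18) and *hnf4a*, also named after its values were seen, at 1.48 (SE 0.17). These genes did not share a common rise there, whereas the remaining genes of the list ran from 0.40 to 0.93. The heterogeneity statistic was not computed for that comparison. A larger share and a change within the layer cannot be told apart here, because no cell counts are at hand. The study describes this layer as a site where enzymes of steroid synthesis are expressed. A larger share could therefore also raise *cyp11a1* and the steroid hormone set in affected embryos, which was not tested.

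Many large changes were common to both mutant groups. Of the 1482 genes that passed in both comparisons with wild-type, 286 changed at least 4-fold in both, 130 higher and 156 lower. Chance values of the shared wild-type libraries, as simulated, did not reach the agreement: the highest simulated correlation was 0.506 against 0.851 observed. The simulation drew genes independently, with the same dispersion of a gene in all groups. Real wild-type libraries differed more from each other (chi-square of 25.3 to 74.4 per degree of freedom) than affected libraries did (13.2 to 21.1). It therefore cannot exclude that shared wild-type variation adds more to the agreement than was simulated. Loss of MondoA is an open explanation. Another is that the mutant line and the wild-type embryos carry different alleles, near *mondoa* or elsewhere, which could make single genes differ by large factors in both mutant groups alike. This was to be tested by the order of genes along chromosomes, but only 62.7% of the genes changed in unaffected, 69.8% of those changed in affected and 45.1% of the 286 genes could be placed by symbol, under the 80% set as the minimum, so these tests were void. Mutant genotype and line therefore cannot be told apart in these libraries.

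A separate preparation of the affected libraries may also have contributed, which the labels do not state. Of the 3 affected libraries, 0 lay outside the range of the other 6 in total counts or in the share of the 10 most abundant rows. These kinds of measure were fixed before the data were examined, but the number of rows was settled after the shares had been seen. Other measures set some or all of the affected libraries apart: their TMM factors (0.960 to 0.985) lay below those of all other libraries (0.991 to 1.04), affected replicates 2 and 3 had more genes detected (22499 and 22521) than any other library (at most 22391), and affected replicate 1 had the highest share of counts in its most abundant row (5.72%, against at most 5.36%). The sample numbers of the affected libraries in the database also come after a gap from those of the other 6. Both a separate preparation and a different composition of RNA in affected embryos could give such values. Same-numbered affected and unaffected libraries also deviated together (correlations of 0.169, 0.236 and 0.462), which speaks against preparations that had nothing in common. Shared parents would give the same correlation, so a separate preparation cannot be told apart from the phenotype in the comparisons of affected embryos.

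Gene set p-values differed from those quoted from the study above, except for terpenoid backbone biosynthesis in affected against wild-type embryos. There the unadjusted camera value was 0.237, and 0.186 with no filter, both close to the value quoted. The study also gave p-values for sterol biosynthesis, which are not quoted above. The unadjusted camera values here were 0.838 in unaffected and 0.749 in affected against wild-type embryos, both close to those of the study. The camera p of terpenoid backbone biosynthesis in unaffected against wild-type embryos was 0.0739 here. That is higher than the value quoted from the study above. Over all alternatives, fry included, the unadjusted value of this set ran from 0.0207 to 0.300, so the size of the gap depended on the setting. Its adjusted p ran from 0.0931 to 0.546 when each library was left out in turn. The camera p of steroid hormone biosynthesis was 0.0161 in unaffected and 0.000369 in affected embryos against wild-type and 0.00133 between the mutant groups. Each is lower than the value quoted from the study above. The filter on low counts moved these values. With no filter, the unadjusted camera value of terpenoid backbone biosynthesis in unaffected against wild-type embryos was 0.0294, still higher than the value quoted. With no filter, 21 in place of 10 steroid hormone genes entered, and the unadjusted camera value was 0.104 in unaffected embryos against wild-type, then higher than the value quoted, 0.00426 in affected embryos against wild-type and 0.00457 between the mutant groups, both still lower. The gene lists here are not the study's, and whether they account for the rest was not tested.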
